A study of Rattus norvegicus with 43 samples.

How the data were processed

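Gene expression was measured in the anterior pituitary gland of 43 male rats of the F2 generation of a cross between Copenhagen (COP) females and ACI males. Per the labels, each animal received a subcutaneous implant of 5 mg diethylstilbestrol (DES), a synthetic estrogen, at 9 weeks of age and was sacrificed 12 weeks later, at 21 weeks of age. An injection of bromodeoxyuridine (BrdU, 50 mg/kg), a thymidine analog taken up by dividing cells, was given 4 hours before sacrifice. The samples are separate animals with 1 array each, and the arrays are named here by the animal number in their labels.

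The authors deposited 1 intensity per probe set and array, a linear brightness summarised over the probes of a set, with 1 biotin-labelled sample per array. The software that summarised the probes is not given in the sources used here. The values had been scaled by the authors: the mean without the lowest and highest 2% of probe sets lay between 500.17 and 500.22 on every array, and array medians lay between 123.1 and 142.0. No columns were identical. The number of arrays limits the precision of every value below. The deposited scaling was kept, 16 was added to each intensity and the log2 was taken. Differences on this scale understate the change of dim probe sets.

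Of 31099 probe sets, 57 were controls. A probe set was named only where the platform annotation gave 1 gene symbol, as for 20832 probe sets (a few controls included) and 14218 genes. Several genes were given for 436 probe sets, and 9780 other probe sets that were not controls are unnamed here. List members with no singly named probe set, among them Tpx2, Rrm2, Crhr1, Pax7, Cdh5 and Hba-a1, have no value. A gene with several probe sets was represented by the one with the highest mean log2. Probe sets with a mean log2 above the median of all non-control probe sets passed the filter, which left 15521 probe sets with a mean log2 above 7.16. The order of genes and their chromosomes were taken from the RefSeq table of assembly GRCr8, in which 99.7% of the gene identifiers of singly named probe sets were found. No coordinates of that assembly are given, since no genome build is named for the array values.

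The design text states that the animals had the 22 highest and 21 lowest pituitary weights of the population. No label gives the weight class of an animal, so the 43 arrays form 1 group and weight classes were not compared. Spreads and correlations below describe these selected animals, not the whole population. For genes related to pituitary weight, selecting extremes can make both larger, and the size of this effect was not assessed. The 1:2:1 proportions of the shape test likewise assume animals that were not selected. Genotypes were not used here. Before the data were examined, 15 lists holding 163 gene entries were fixed (proliferation, cell type markers, estrogen-responsive genes, protein folding in the endoplasmic reticulum and immediate early genes), as were the tests and the rule for naming genes. Named genes are members of the lists, the 25 genes with the largest SD among probe sets passing the filter, the 15 with the highest and the 15 with the lowest moderated t in the regression on the proliferation score, and up to 15 of those with a 1:2:1 shaped distribution.

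The SD of a gene was ranked among the 200 probe sets nearest in mean log2. The mean pairwise Pearson r of a list was ranked among 10000 random lists matched on mean log2, for lists with at least 3 members passing the filter. A list's score was the mean of its members' log2 values after centring each gene, for lists with at least 2 members passing. Relations between scores were tested with 2-sided permutation tests (100000 permutations) and Benjamini-Hochberg adjustment over 25 relations. Where the scores of a list fell into separate clusters (Bayesian information criterion lower by more than 10 for 2 components than for 1), r was computed within the cluster of at least 6 animals. Probe sets other than those of list members were regressed on the proliferation score with limma (lmFit and eBayes), with a threshold of adjusted p 0.05.

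Because the series was made to map expression traits in an F2 cross, the shape of each distribution was examined. A mixture of 3 normal components with weights 0.25, 0.5 and 0.25, equally spaced means and a shared variance was compared with a single normal, with p from 200000 simulated normal samples and a spacing of at least 2 SD. Co-variation of genes in chromosomal order was compared with that of genes on different chromosomes using 1000 random gene orders. Among shaped probe sets, linkage was to be tested where at least 10 genes were called.

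The tests were run on simulated data. At 15521 probe sets, the regression recovered 100% of slopes of 1 residual SD per SD of the score and 26% of slopes of 0.5 SD, with 10 calls among unchanged probe sets. The shape test recovered 89% of distributions with a spacing of 5 SD and 1% of those with 3 SD, with 17 calls among unchanged probe sets, more than the threshold implies. A null of 1000000 samples was therefore added. With simulated linked alleles in 4000 genes, all 4 distance classes passed p 0.05 where effects had the same sign, and 1 passed with no linkage.

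Alternatives were quantile normalization, subtraction of array medians, pseudocounts of 1 and 64, no filter, a stricter filter at the 0.75 quantile of mean log2, the mean of all probe sets of a gene, regression on the array median and on the mean difference between the 3' and 5' ends of the actin and GAPDH controls, medians of list members, Prl alone for the lactotroph score, the first principal component in the regression, removal of the first 5 components, a t distribution with 5 degrees of freedom, weights of 0.75 and 0.25, and leaving out the 2 animals farthest from the median, gene pairs whose symbols share 3 letters, or close pairs. Added after seeing the data were fits without animal 43 or 38, lactotroph scores without each member, the larger null, differences between consecutively numbered animals, a smooth cubic trend over animal numbers with 6 degrees of freedom, and a single step at the best break of the first principal component over the numbers, with at least 3 animals on either side and p from 10000 random orders. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, numba 0.67.0, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used.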

Results

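Arrays of 43 DES-treated COPxACI F2 males were examined for the level and spread of pituitary genes, for gene groups that varied together between animals, and for signs of segregating alleles. Correlations between pairs of arrays over 15521 probe sets lay between 0.903 and 0.985. The array of animal 43 stood apart, with a mean r of 0.927 with the other arrays, against 0.967 to 0.976 for the others. Its difference between the 3' and 5' ends of actin was 1.97 on the log2 scale, against 1.26 to 1.67 on the other arrays, and that of GAPDH was 0.45, against 0.05 to 0.29.

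The probe sets of Prl, the lactotroph hormone prolactin, and Gal, the neuropeptide galanin, were among the brightest. The log2 level was 15.61 ± 0.14 for Prl and 15.53 ± 0.12 for Gal (SD, n = 43), and these SDs lay at the 54th and 35th percentile of the 200 probe sets nearest in level. Prl was the brightest probe set on 28 of the 43 arrays. Saturation was not assessed and brightness was not calibrated between probe sets, so this does not rank transcript amounts. Gh1, growth hormone, had a level of 14.97 ± 0.41, and Cga, the alpha subunit of the glycoprotein hormones, 14.93 ± 0.36 (SD, n = 43), with SDs at the 100th and 98th percentile. Tshb, the beta subunit of thyrotropin, had a level of 12.40 ± 0.91 (SD, n = 43), and its highest value was 15.9-fold its lowest. Fshb had a level of 7.82 ± 0.70 and Lhb of 8.12 ± 0.31 (SD, n = 43). Pomc, the precursor of corticotropin, did not pass the filter on dim probe sets. It had 1 singly named probe set, with a median intensity of 29.2. Whether that probe set reports the transcript was not tested, so a low level of Pomc is not concluded.

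**Figure D1:**
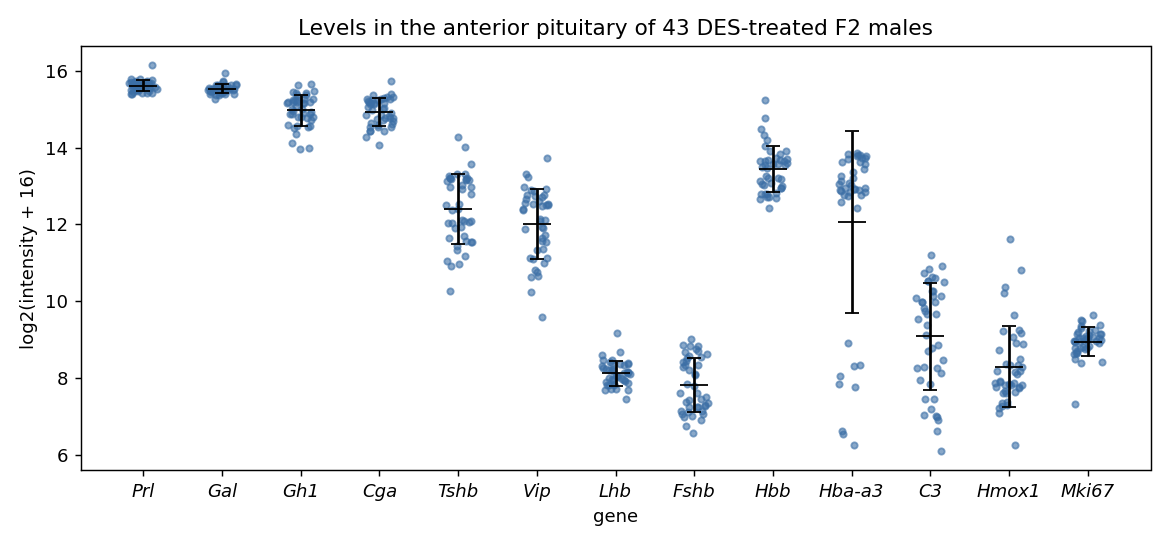
Log2(intensity + 16) of 13 genes (x axis) in each of 43 animals (points), with the mean (bar) and SD (error bars). The SD was 0.14 for Prl, 0.12 for Gal, 0.91 for Tshb and 2.37 for Hba-a3.

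All 5 gonadotroph genes passing the filter had an SD above the median, and 4 above the 90th percentile, of the 200 probe sets nearest in level. Of 12 macrophage and leukocyte genes, 6 lay above the 90th percentile, among them Mrc1 (8.36 ± 0.53) and Cd74 (12.21 ± 0.50; SD, n = 43). None of the 14 genes of protein folding in the endoplasmic reticulum did, and the chaperone Hspa5 (14.79 ± 0.09; SD, n = 43) lay at the 9th percentile. Among 10 estrogen-responsive genes 1 was above the 90th percentile, Vip, the vasoactive intestinal peptide (12.01 ± 0.91; SD, n = 43). Pgr, the progesterone receptor, and Greb1 had SDs of 0.21 and 0.18. Of 36 proliferation genes 8 were above it, including Mki67 (8.95 ± 0.38), Top2a (8.41 ± 0.38) and Ccna2 (7.66 ± 0.62; SD, n = 43). Without animal 43 the SD of Ccna2 was 0.39. Differences in spread between the lists were not tested.

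Above the 90th percentile were also 3 of 5 somatotroph genes, among them Dlk1 (11.43 ± 0.68), 3 of 6 folliculostellate and stem cell genes, among them Sox2 (8.39 ± 0.45), and 4 of 7 fibroblast and matrix genes, among them Dcn, the proteoglycan decorin (8.81 ± 0.77; SD, n = 43). So were 3 of 8 immediate early genes (Fos, Egr1 and Dusp1), 2 of 4 lactotroph genes (Drd2 and Agtr1b), both thyrotroph genes (Tshb and Trhr), both erythroid genes (Hbb and Alas2) and Pcsk2, the 1 corticotroph and melanotroph gene that passed the filter. None of the 6 endothelial and none of the 2 posterior lobe and neural genes was.

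The named gene with the largest spread was Hba-a3, a hemoglobin alpha chain, with log2 values from 6.27 to 13.86 and an SD of 2.37. Hbb, the beta chain, had an SD of 0.60 and values from 12.43 to 15.23. Next came C3, complement component 3, with an SD of 1.40, followed by Lsg1 (1.21) and Ddx5 (1.19). Hmox1, heme oxygenase 1, and Slc40a1, the iron exporter ferroportin, had SDs of 1.05 and 1.00. Tshb and Vip were the 2 members of fixed lists among the 25 genes with the largest SD.

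Of 11 fixed lists with at least 3 members, 8 had a mean pairwise r between their members above the 95th percentile of random lists. The mean pairwise r was 0.659 for 5 gonadotroph genes, 0.451 for 6 folliculostellate and stem cell genes, 0.404 for 5 somatotroph genes and 0.348 for 36 proliferation genes, each above all 10000 random lists of matched expression. It was 0.297 for 6 endothelial genes (99.9th percentile), 0.236 for 12 macrophage and leukocyte genes (99.95th), 0.142 for 7 fibroblast and matrix genes (98.0th) and 0.153 for 8 immediate early genes (97.5th). The estrogen-responsive genes (0.06, 92.6th percentile) and the protein folding genes (0.146, 79.4th) stayed within the range of random lists. For 4 lactotroph genes the value was -0.103 (16.1th percentile), over Prl, Drd2, Pou1f1 and Agtr1b. These percentiles are across genes, which are not independent replicates. After removal of a smooth trend over animal numbers, chosen after seeing the data, the mean r was 0.418 for gonadotroph genes, 0.158 for somatotroph genes (99.1th percentile) and 0.180 for endothelial genes (99.2th), and that of the estrogen-responsive genes rose above the 95th percentile (0.0990, 99.1th). With a single step between animals 22 and 23 removed in its place, the values were 0.301 for gonadotroph and 0.131 for somatotroph genes (97.3th percentile), and the endothelial genes fell below the 95th percentile (0.113, 89.9th). Without animal 38 the mean r of the proliferation genes was 0.228, above all random lists. Without animal 43, 4 somatotroph genes passed the filter, with a mean r of 0.608, also above all random lists. With the stricter filter on dim probe sets, 6 proliferation genes remained, with a mean r of 0.08 (81.5th percentile), and 3 endothelial genes, with 0.157 (80.2th). Since fewer genes entered, this does not show that the full lists lost their co-variation. The somatotroph, gonadotroph and fibroblast lists, with 2, 1 and 2 members, had no value. The fibroblast and matrix list fell below the 95th percentile with array medians subtracted (89.99th), with all probe sets of a gene averaged (92.7th) and with array quality regressed out (89.2th), and the immediate early list with array medians subtracted (94.6th).

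List scores are mean RNA levels of marker genes in the gland, with 2 genes each for the thyrotroph and erythroid lists. They do not separate the number of cells from expression per cell. Estrogens stimulate growth of the pituitary, and the proliferation score addresses which marker lists varied with mitotic genes. Animal 38 formed a cluster of its own, with a score of -0.93 against a highest score of 0.37, so relations were computed in the other 42 animals. Scores of 4 lists were lower where the proliferation score was higher. Erythroid genes gave r = -0.479 (permutation p = 0.00129, adjusted p = 0.0161) and rho = -0.439 (permutation p = 0.0042, adjusted p = 0.021). Endothelial genes gave r = -0.445 (permutation p = 0.00326, adjusted p = 0.0207) and rho = -0.528 (permutation p = 0.0004, adjusted p = 0.01). Thyrotroph genes gave r = -0.44 (permutation p = 0.00331, adjusted p = 0.0207) and rho = -0.446 (permutation p = 0.00332, adjusted p = 0.0207). Gonadotroph genes gave r = -0.399 (permutation p = 0.00826, adjusted p = 0.0295) and rho = -0.422 (permutation p = 0.00568, adjusted p = 0.0237). Without the 2 animals farthest from the median score, r was -0.477, -0.572, -0.601 and -0.534 in that order, with -0.383 for lactotroph and -0.518 for somatotroph genes. The relation to the lactotroph score did not pass the threshold (r = -0.338, permutation p = 0.0286, adjusted p = 0.0794; rho = -0.341, permutation p = 0.0275, adjusted p = 0.0689). That to the somatotroph score passed by rank only (r = -0.351, permutation p = 0.0217, adjusted p = 0.0678; rho = -0.465, permutation p = 0.00223, adjusted p = 0.0188). All adjusted values are over 25 relations.

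By r, none of these 4 relations passed the threshold without animal 43 (adjusted p from 0.0620 to 0.0771), but by rank all 4 did (adjusted p from 0.0265 to 0.0482). As differences between consecutively numbered animals none passed by r (adjusted p from 0.306 to 0.874) or by rank, although the endothelial relation was nearly as large (r = -0.381, rho = -0.449). With array quality regressed out, the gonadotroph and thyrotroph relations did not pass by r (both with adjusted p = 0.0526), and none of the 4 passed by rank (all with adjusted p = 0.0521). With the stricter filter the thyrotroph relation passed neither by r nor by rank (adjusted p = 0.102 and 0.211), and the endothelial relation passed by rank (0.0373) but not by r (0.0685). Without a filter the thyrotroph relation passed by rank (0.0182) but not by r (0.0673) and the erythroid relation did not pass by rank (adjusted p = 0.0595). Neighbouring animal numbers gave similar arrays: the autocorrelation of the first principal component between consecutive animals was 0.462 (permutation p = 0.0002) and 0.738 without animal 43, and those of the next 2 components were 0.570 and 0.642 (each with p = 1e-04, the smallest possible). A single step was also fitted. The best break of the first component lay between animals 22 and 23 and took 53.8% of its variance. The permutation p over random orders was 1e-04, the smallest possible. A smooth trend would also beat random orders, so this p does not tell a step from a trend. The same break was the best for 5 of 14 scores, with 78.5% of the variance of the gonadotroph, 66.4% of the somatotroph, 58.8% of the endothelial, 57.4% of the thyrotroph and 33.5% of the erythroid score (adjusted p of 0.00364 for the last and 0.00025 for the others, over 15 series). A smooth trend took 74.5%, 71.0%, 55.8%, 54.8% and 67.9% in that order, and 74.9% of the first component. The step took more for the gonadotroph, endothelial and thyrotroph scores, although the trend has 6 degrees of freedom. The trend took more for the somatotroph and erythroid scores and the first component. On that component animal 43, the last in number, lay at 62.0, against -19.6 to 15.7 for the others. Its part in the lead of the trend there was not tested. The labels give no batch, no meaning of the numbers and no group to the animals on either side of the break, which were not compared. The break leaves 22 animals before it and 21 after, the sizes of the classes of highest and lowest pituitary weight in the design text, and no label says whether these are the same animals. If the numbers followed the classes, removing the step or the trend would also remove differences between the classes. After the step was removed, r with the proliferation score was -0.312 for erythroid, -0.192 for endothelial, -0.178 for thyrotroph and -0.03 for gonadotroph genes (adjusted p of 0.239, 0.535, 0.535 and 0.964), and none passed by rank. After a smooth trend over the numbers was removed, r was -0.233 for erythroid, -0.181 for endothelial, -0.173 for thyrotroph and -0.018 for gonadotroph genes, with adjusted p of 0.689, 0.855, 0.855 and 0.963, and none passed by rank.

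**Figure D2:**
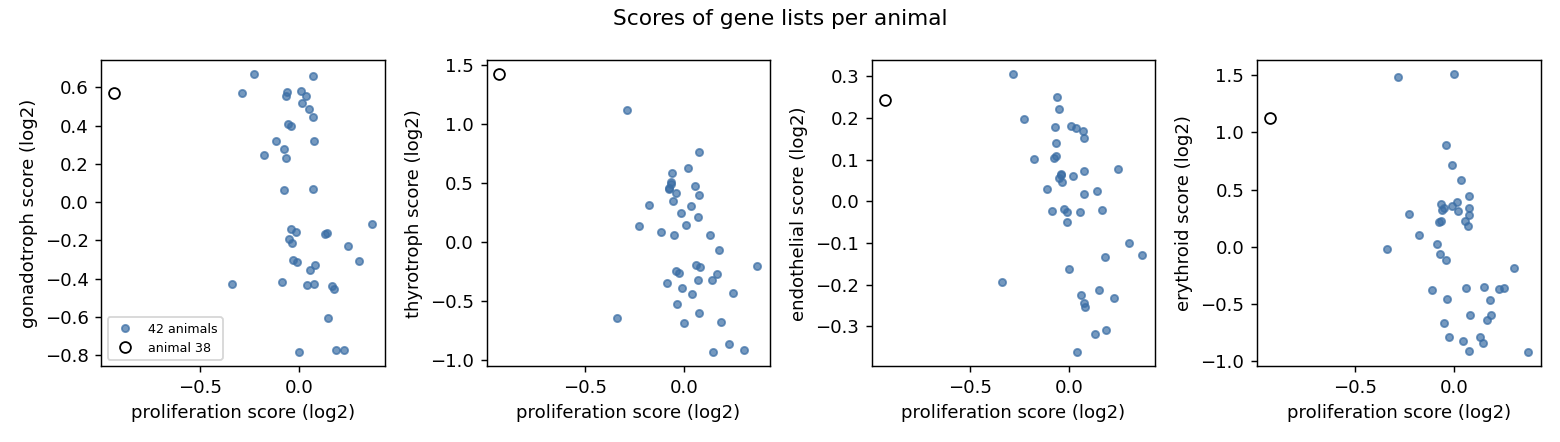
Scores of the gonadotroph, thyrotroph, endothelial and erythroid lists (y axes, mean centred log2) against the proliferation score (x axis) per animal, with animal 38 as an open circle. In the 42 other animals r was -0.399, -0.44, -0.445 and -0.479, and without animal 43 the 4 relations passed the threshold by rank but not by r, and with a step between animals 22 and 23 removed none passed.

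The lactotroph score mostly followed 1 of its 4 members, the angiotensin receptor gene Agtr1b, with which its r was 0.936, against 0.383 with Pou1f1, 0.201 with Prl and -0.085 with Drd2. This score was higher where the scores of 3 other lists were higher in 43 animals, but without Agtr1b r was 0.0041 for thyrotroph, -0.0574 for gonadotroph and 0.044 for folliculostellate and stem cell genes, and none passed (adjusted p of 0.98, 0.902 and 0.902). None passed without Pou1f1 either (0.368, 0.259 and 0.268, adjusted p of 0.0756, 0.228 and 0.228). Without Drd2 all 3 passed (0.725, 0.582 and 0.537, adjusted p of 0.00025, 0.0005 and 0.0025). Without Prl the thyrotroph relation passed (0.465, adjusted p = 0.0207) and the other 2 did not (0.342 and 0.344, both with adjusted p = 0.0716). With all 4 members, thyrotroph genes gave r = 0.538 (permutation p = 0.00017, adjusted p = 0.00425) and rho = 0.455 (permutation p = 0.00226, adjusted p = 0.0188). Gonadotroph genes gave r = 0.404 (permutation p = 0.00608, adjusted p = 0.0275) and rho = 0.390 (permutation p = 0.0103, adjusted p = 0.0369). Folliculostellate and stem cell genes gave r = 0.402 (permutation p = 0.0066, adjusted p = 0.0275) and rho = 0.339 (permutation p = 0.0266, adjusted p = 0.0689), so that the last did not pass by rank. Without the 2 animals farthest from the median, r was 0.400 for thyrotroph genes (adjusted p = 0.041), 0.349 for gonadotroph genes (adjusted p = 0.0806) and 0.291 for folliculostellate genes (adjusted p = 0.148), so that the calls of the last 2, though less so the size of the gonadotroph r, rest on those animals. With the trend over animal numbers removed, r was 0.366, -0.0374 and 0.0906, and with the step removed it was 0.339, 0.0127 and 0.190, and none of the 3 passed the threshold in either case. With the stricter filter, which leaves out Agtr1b, the thyrotroph relation was lost (r = 0.0041, adjusted p = 0.98). The gonadotroph and folliculostellate relations also did not pass with quantile normalization (both with adjusted p = 0.114), with array quality regressed out (both 0.0526) or without animal 43 (both 0.0620), all by r. By rank, the thyrotroph relation did not pass with quantile normalization (adjusted p = 0.139), with array medians subtracted (0.0937), with array quality regressed out (0.0521) or with Prl alone as the score (0.119).

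Of the genes outside the fixed lists, the highest moderated t values in the regression on the proliferation score belonged to Cdca3, a cell division gene, with a slope of 1.19 ± 0.11 log2 units per unit of score, and Ect2, which controls the contractile ring in cytokinesis, with 1.44 ± 0.15 (SE, n = 43; limma adjusted p = 2.72e-10 and 3.78e-09). Arhgap11a, Knstrn, Mis18a, Shcbp1, Aspm and Kif20b, also cell cycle genes, were among the 15 genes with the highest t, with slopes from 1.01 for Mis18a to 1.37 for Knstrn. So were Plaur, the urokinase receptor (1.58 ± 0.23), Vldlr, a lipoprotein receptor (0.62 ± 0.10), and Tmem97 (0.94 ± 0.13; SE, n = 43). Genes with lower values at a higher score included Psme1, a proteasome activator subunit, with a slope of -0.70 ± 0.11 (limma adjusted p = 3.52e-05), Rpp40 with -1.04 ± 0.17, and Tsc22d3, a glucocorticoid-induced gene, with -0.59 ± 0.11 (SE, n = 43). With the trend over animal numbers in the model the slopes of Plaur and Tsc22d3 were 1.03 and -0.34. With the stricter filter the score was the mean of 6 proliferation genes, so its unit differs. Per unit of that score the slopes of Plaur, Tmem97, Vldlr and Psme1 were 2.43, 1.56, 0.97 and -1.05. Their size cannot be compared with the slopes above. Enrichment of gene groups among the calls was not tested.

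In all, 1048 of 15380 probe sets passed the threshold, 555 with higher and 493 with lower values at a higher score. Without the filter 501 passed, and with the first principal component in the model 316. Leaving out animal 38 left 446 calls, of which 358 were among the 1048. With the trend over animal numbers in the model there were 156, of which 125 were among them, and with the step between animals 22 and 23 there were 130, of which 109 were. All 15 named genes with positive slopes passed in these 3 fits, as did 13 of 15 with negative slopes without animal 38 and 14 of 15 with the trend or the step. For each named gene with a positive slope the limma adjusted p was higher without animal 38. It was then 6.30e-06 for Cdca3, 0.00153 for Ect2, 0.0224 for Plaur and 0.0436 for Vldlr. With array medians subtracted, 919 of 1277 calls (72.0%) were positive, against 53.0% as scaled.

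The test for a 1:2:1 shape over the F2 animals called 2 of 15521 probe sets, and 480 had an unadjusted p under 0.05. They were Fubp3, which encodes a single-stranded DNA-binding protein (spacing of 7.15 SD, a step of 2.51 on the log2 scale), and 1 unnamed probe set. Both had the smallest p the simulation can give (5e-06, adjusted p = 0.0388), and 0 probe sets were called with the null of 1000000 samples. With weights of 0.75 and 0.25 the count was 126, and without the filter it was 115. The values of Fubp3 fell into clusters of 9 and 34 animals, and the likelihood ratio was 52.1 with weights of 0.75 and 0.25 against 24.5 with 1:2:1. They ran from 6.47 to 10.41, less than 3 means spaced by the fitted step would span. Another probe set of Fubp3 that passed the filter was negatively correlated with the called one over the animals. With 1 named gene, linkage among shaped probe sets was not tested.

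Genes close together on a chromosome varied together slightly more than genes on different chromosomes. Over 9373 genes, the mean r was 0.065 for 9352 pairs of adjacent measured genes, against 0.009 for pairs on different chromosomes, a difference of 0.055. The difference was 0.035 at 2 to 5 genes apart, 0.026 at 6 to 20 and 0.013 at 21 to 100. Each had p = 0.001, the smallest that 1000 random orders can give. Without animal 43 the differences were 0.039, 0.02, 0.014 and 0.0066, each with p = 0.001. After removal of the first 5 principal components they were 0.0202, 0.00603, 0.00334 and 0.00152, and without the filter 0.0364, 0.0205, 0.0155 and 0.00801. Genes are not independent replicates in these means.

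**Figure D3:**
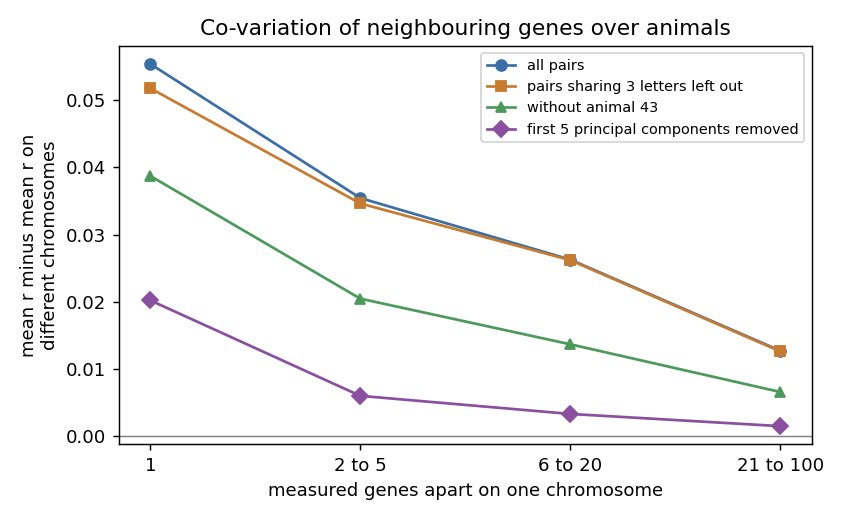
Mean Pearson r of gene pairs on one chromosome minus that of pairs on different chromosomes (y axis) by the number of measured genes apart (x axis), with all pairs and in 3 alternatives. The difference fell from 0.055 for adjacent genes to 0.013 at 21 to 100 genes apart, and was 0.02 for adjacent genes after removal of the first 5 principal components.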

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

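The fits without animal 38 or 43 or a member of the lactotroph list, those on the trend and the step over animal numbers and on consecutive differences, and the larger null were chosen after seeing the data. Relations are counted by r, with ranks given beside the report's values. The cause of each change below was not tested, except that fewer probe sets or animals entered some fits.

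Quantile normalization brought the co-variation of the estrogen-responsive (0.113, percentile 97.0) and protein folding lists (0.152, percentile 97.2) above the 95th percentile, added proliferation with somatotroph genes (-0.39), and left 1 lactotroph relation, with gonadotroph 0.316 and folliculostellate 0.325. Subtracting array medians took the fibroblast (0.0912) and immediate early lists (0.171) below it, added proliferation with somatotroph genes (-0.419), left 1 lactotroph relation (gonadotroph 0.303, folliculostellate 0.327) and gave 919 positive calls. Without the filter, 6 lactotroph relations passed (somatotroph, endothelial and fibroblast genes added), that of proliferation with thyrotroph genes did not (-0.34), and 501 probe sets were related to the score (297 higher, 204 lower).

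With the stricter filter, 3 lists co-varied, without the proliferation (0.0817, 6 members left) and endothelial lists (0.157, 3 members left). Another 3 that had passed had under 3 members and no value. The gonadotroph and erythroid lists had no score. There 1 relation of the proliferation score passed, that with somatotroph genes (-0.466), whereas thyrotroph (-0.329) and endothelial genes (-0.397, passing by rank) did not. For the lactotroph score 1 passed, that with fibroblast genes (-0.444), with the sign turned, whereas thyrotroph (0.0041) and folliculostellate genes (0.147) did not. The mean of all probe sets gave 0.108 for the fibroblast list and 0.35 for lactotroph with folliculostellate genes, and added proliferation with posterior lobe genes (0.389; not by rank). With array quality regressed out, the fibroblast list fell to 0.0678 and the estrogen-responsive list passed (0.074), 2 proliferation relations passed (gonadotroph -0.373 and thyrotroph -0.393 did not), and 1 lactotroph relation did (gonadotroph 0.375 and folliculostellate 0.373 did not).

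Without animal 43, the estrogen-responsive list passed (0.0666), 0 proliferation relations did by r (gonadotroph -0.357, thyrotroph -0.361, endothelial -0.386, erythroid -0.398; by rank these 4 and somatotroph did) and 1 lactotroph relation did (gonadotroph 0.396 and folliculostellate 0.397 did not). Without animal 38, 1 lactotroph relation passed (gonadotroph 0.358 and folliculostellate 0.327 did not), and 446 probe sets were related to the score (229 higher, 217 lower). Without the 2 farthest animals, proliferation with somatotroph genes was added (-0.518) and 1 lactotroph relation passed (gonadotroph 0.349 and folliculostellate 0.291 did not). Medians of the members added relations of proliferation with lactotroph (-0.364) and somatotroph genes (-0.381) and of lactotroph with estrogen-responsive genes (-0.457). Prl alone added endothelial (0.458), erythroid (0.434) and, with the sign turned, posterior lobe genes (-0.371), whereas gonadotroph (0.322) and folliculostellate genes (0.306) did not pass.

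Without Prl, the lactotroph score kept 1 relation (gonadotroph 0.342 and folliculostellate 0.344 did not pass), without Drd2 6 passed, and without Pou1f1 (gonadotroph 0.259, thyrotroph 0.368, folliculostellate 0.268) or Agtr1b (-0.0574 with the sign turned, 0.0041, 0.044) 0 did.

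With the trend over animal numbers removed, the estrogen-responsive list passed (0.0990), 0 proliferation relations passed (gonadotroph -0.0179, thyrotroph -0.173, endothelial -0.181, erythroid -0.233) and 1 lactotroph relation did, that with estrogen-responsive genes (-0.54), and none of the 3 above (gonadotroph -0.0374, thyrotroph 0.366, folliculostellate 0.0906), and 156 probe sets were called (121 higher, 35 lower). With the step between animals 22 and 23 removed, the endothelial list fell below the 95th percentile (0.113) and the estrogen-responsive list passed (0.0732), 0 relations of either score passed (proliferation with gonadotroph -0.0295, thyrotroph -0.178, endothelial -0.192, erythroid -0.312; lactotroph with gonadotroph 0.0127, thyrotroph 0.339, folliculostellate 0.190), and 130 probe sets were called (100 higher, 30 lower). Between consecutive animals, 0 relations of either score passed: proliferation gave -0.0579 with gonadotroph, -0.127 with thyrotroph, -0.381 with endothelial and -0.272 with erythroid genes, and lactotroph -0.294 with gonadotroph, 0.111 with thyrotroph and -0.165 with folliculostellate genes. The first principal component in the model left 316 probe sets (171 higher, 145 lower).

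The 1:2:1 count was 0 with pseudocounts of 1 or 64, array quality regressed out, 5 components removed, animal 43 or 38 left out, or the larger null. It was 115 without the filter, 1 with the stricter filter and 126 with weights of 0.75 and 0.25.

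The number of list genes with an SD above the 90th percentile stayed within 1.5 times under its 6 alternatives, and the difference between adjacent genes and genes on different chromosomes stayed positive with p = 0.001 under its 11. Linkage had no value as planned; without the filter, 53 genes gave a difference in mean absolute r of -0.0056 (p = 0.575). The filter on dim signal left 6 of 11 measured endothelial, 7 of 12 fibroblast and 2 of 6 posterior lobe genes.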

Other observations

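The mean squared r of gene pairs and the size of the slopes were tested only after related results had been seen, and the fits without animal 38 or with a trend or step over animal numbers were added after the data had been examined.

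Of the 25 named genes with the largest SD, 9 had values in separate clusters (Bayesian information criterion, as for the scores). The log2 values of Hba-a3 ran from 6.27 to 13.86, with 9 animals in the lower cluster and 34 in the higher. Lsg1 (5.80 to 9.99), Nif3l1 (4.52 to 9.45), Fubp3 (6.47 to 10.41) and Abca1, a cholesterol transporter (7.11 to 10.67), also had 9 animals in the lower cluster. Ddx5, an RNA helicase, had 13 (9.19 to 13.13), Harbi1 14, Stt3a, a subunit of oligosaccharyltransferase, 12, and Fibin 4. In animal 43, the immediate early score lay at -3.91 SD from the mean of the other animals, the posterior lobe and neural score at -3.17 and the erythroid score at 2.64. The posterior lobe and neural score holds 2 genes, of which only Mbp was low in this animal. Its log2 value was 8.51, against a mean of 9.38 over all animals, while Slc1a3 had 9.89, against 9.83.

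The 1048 probe sets related to the proliferation score may reflect mitotic activity or properties of the arrays. RNA quality as the whole cause is argued against, since 71.4% of the calls kept their sign and threshold with array quality in the model. Without animal 38 the median slope of the calls was 118% of the slope with it (quartiles 99.3% and 133%). With the trend over animal numbers in the model the median was 69.0% (quartiles 53.4% and 83.9%). With a single step between animals 22 and 23 in its place it was 72.3% (quartiles 58.6% and 86.5%). The calls had been chosen for a large slope in the same animals. This choice can raise a low ratio, so the ratios with the trend or the step do not decide. By itself it does not lift a ratio past 100%, and slopes owed to animal 38 alone would shrink without it. The ratios without animal 38 argue against this animal as the whole cause for the calls as a set. Without animal 38, 34.2% of the calls (358) kept their threshold, which argues against this animal as the whole cause for those calls. With the trend in the model 11.9% (125) kept it, and 10.4% (109) with a single step between animals 22 and 23. For those calls the trend is argued against as the whole cause. For the others the trend stays open, as does a part played by animal 38. The break leaves 22 and 21 animals, as many as the weight classes of the design text, so the numbers could follow handling or a property of the animals such as pituitary weight; the labels do not tell these apart, and no biological explanation was tested.

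The array of animal 43 stayed apart when the trend with the 3' to 5' difference, as fitted on the other 42 arrays, was removed (mean r of 0.932, against at least 0.967 for the others). Its mean r was 0.923 with quantile normalization, against at least 0.967 for the others. The low r thus remained when the intensity distributions of the arrays were made equal. A scale factor hardly moves r, so this value cannot test the scaling of the array, and no conclusion on scaling is drawn from it. A degradation that departs from the line of the other arrays, or a different cell composition, may account for it, and both stay open.

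Co-variation of adjacent genes could come from tandem copies, from factors shared by many genes, or from linked alleles. Other causes, among them any that act only between close neighbours, were not tested. Leaving out pairs with shared symbol letters kept 93.5% of the difference, which argues against tandem copies as the whole cause. Removing 5 principal components left 36.5%, between the bounds set beforehand, so shared factors stay open for the part that was lost. At more than 100 and up to 200 genes apart the difference in mean r after that removal was 1.45e-06 (p = 0.827). Without the removal, with shared factors still in, it was 0.00402 (p = 0.001, the smallest possible). Alleles of opposite effect cancel in a signed mean. In simulated linked alleles of random sign the test of mean r also gave p = 0.313, so it does not decide. Mean squared r, which does not cancel, was higher by 0.000284 within a chromosome (p = 0.001, the smallest possible), as linked alleles would give. Without the removal, however, the difference was 0.000118 (p = 0.769). Linked alleles are a hypothesis here for these far pairs. After the removal the difference in mean r fell from 0.0202 for adjacent genes to 0.00603 at 2 to 5 genes apart. Crossovers in an F2 are few at either distance, so linkage alone would give similar values. The fall argues against linked alleles as the whole cause for adjacent genes.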
